# Dysregulation of antimicrobial peptide expression distinguishes Alzheimer’s disease from normal aging

**DOI:** 10.18632/aging.102650

**Published:** 2020-01-06

**Authors:** Min Wang, I-Feng Peng, Simin Li, Xianda Hu

**Keywords:** Alzheimer's disease, antimicrobial peptide, innate immune system, *Drosophila melanogaster*, aging

## Abstract

Alzheimer's disease (AD) is an age-related neurodegenerative disease with unknown mechanism that is characterized by the aggregation of abnormal proteins and dysfunction of immune responses. In this study, an integrative approach employing *in silico* analysis and wet-lab experiment was conducted to estimate the degrees of innate immune system relevant gene expression, neurotoxic Aβ_42_ generation and neuronal apoptosis in normal *Drosophila melanogaster* and a transgenic model of AD. Results demonstrated mRNA levels of antimicrobial peptide (AMP) genes gradually increased with age in wild-type flies, while which exhibited a trend for an initial decrease followed by subsequent increase during aging in the AD group. Time series and correlation analysis illustrated indicated a potential relationship between variation in AMP expression and Aβ_42_ concentration. In conclusion, our study provides evidence for abnormal gene expression of AMPs in AD flies with age, which is distinct from the expression profiles in the normal aging process. Aberrant AMP expression may participate in the onset and development of AD by inducing or accelerating Aβ deposition. These findings suggest that AMPs may serve as potential diagnostic biomarkers and therapeutic targets. However, further studies are required to elucidate the pathological effects and underlying mechanisms of AMP dysregulation in AD progression.

## INTRODUCTION

Alzheimer's disease (AD) is a progressive neurodegenerative disorder that affects a growing proportion of the aging population. Patients with AD manifest with gradual decline of cognitive and functional abilities and shortened lifespan [1]. Due to the complex and multifactorial nature of AD, the etiology of which remains poorly understood, effective interventional means for prevention and treatment are lacking [2, 3]. There is growing recognition that the pathological mechanisms underlying AD do not only involve the aggregation of abnormal proteins, such as amyloid beta peptide (Aβ) and tau, but also include dysfunction of immune responses in the brain [4]. Since there is a lack of adaptive immune system in human brains under normal circumstances, impaired innate immune function has been proposed to be a key mechanism in the initiation and progression of AD [5]. Although the innate immune system has been considered a potential therapeutic target and has drawn substantial attention in biological and pharmaceutical studies, it is still disputed whether innate immunity is increased or decreased in AD [6, 7].

Animal models are indispensable tools to investigate pathological mechanisms and intervention strategies for AD. Over the past few decades, many studies have been conducted in *Drosophila melanogaster* to gain insight into the pathophysiological processes underpinning AD, identify potentially important genes and biomarkers, and screen new drug candidates. Besides the well-known advantages of using *Drosophila* as a model species [8], the host defense of the fruit fly rests entirely within its complex innate immune system, which makes it a desirable model for research on innate immunity in AD [9].

Aging is generally regarded as the most important risk factor for AD. However, the effects of aging on innate immunity in *Drosophila* have not been fully elucidated. Therefore, we performed a comprehensive data mining of the published expressional profiles [10–23] and experimental study at the transcriptomic level to analyze the expression profiles of innate immunity genes in wild-type (WT) and Aβ transgenic *Drosophila* model during aging. The transcriptional levels of major differentially expressed genes, Aβ deposition, and neuronal apoptosis in the head of both control and AD flies were also assessed to evaluate the effects of dysregulation of innate immunity on disease progression.

## RESULTS

### Transcriptomic data mining revealed a general upregulation of antimicrobial peptide (AMP) expression in the head of normal *D. melanogaster* during aging

To explore the expressive regularity of the innate immune system from a broad range of data, a total of 18 eligible experiments from GEO database comprising data of 52 young, 57 middle-aged, and 75 old healthy *Drosophila* head samples were obtained through data retrieval and selection of *Drosophila* head samples (Table 1). All expression profiles of innate immune genes were converted into occurrence of high expression. RD and OR values, which represented the difference in expression of innate immune genes, were calculated subsequently.

**Table 1:** Eligible datasets mined from GEO database.

**GEO accession**	**Sample**	**Age**	**Age group**
GSE122470	GSM3466957, GSM3466958, GSM3466959	3	Young
	GSM3466960, GSM3466961, GSM3466962	15	Mid-aged
	GSM3466963, GSM3466964, GSM3466965	30	Old
	GSM3466966, GSM3466967, GSM3466968	45	
GSE75216 [10]	GSM1945845, GSM1945846, GSM1945847, GSM1945855, GSM1945856	7	Young
	GSM1945843, GSM1945844, GSM1945853, GSM1945854	22	Mid-aged
GSE64108	GSM1564407, GSM1564408, GSM1564409, GSM1564410	21	Mid-aged
	GSM1564415, GSM1564417, GSM1564419, GSM1564421	35	Old
	GSM1564431, GSM1564432, GSM1564433, GSM1564434	49	Old
GSE38998 [11]	GSM1186462, GSM1186463	3	Young
	GSM953478, GSM953479	10	Mid-aged
GSE81100 [12]	GSM2143625, GSM2143626, GSM2143627, GSM2143628, GSM2143629, GSM2143630, GSM2143631, GSM2143632, GSM2143633, GSM2143634, GSM2143635, GSM2143636	5	Young
	GSM2143637, GSM2143638, GSM2143639, GSM2143640, GSM2143641, GSM2143642, GSM2143643, GSM2143644, GSM2143645, GSM2143646, GSM2143647, GSM2143648	55	Old
GSE110135 [13]	GSM2978238, GSM2978239, GSM2978240	3	Young
	GSM2978241, GSM2978242, GSM2978243	20	Mid-aged
GSE6430	GSM12770	3	Young
	GSM12772	47	Old
GSE97493 [14]	GSM2570129, GSM2570130, GSM2570131, GSM2570132, GSM2570133	3	Young
	GSM2570134, GSM2570135, GSM2570136, GSM2570137, GSM2570138, GSM2570159, GSM2570160, GSM2570161, GSM2570162, GSM2570163, GSM2570164	10	Mid-aged
	GSM2570149, GSM2570150, GSM2570151, GSM2570152, GSM2570153	30	Old
	GSM2570154, GSM2570155, GSM2570156, GSM2570157, GSM2570158	45	Old
GSE98554 [15]	GSM2599109, GSM2599110, GSM2599111	2	Young
	GSM2599112, GSM2599113, GSM2599114	25	Mid-aged
GSE48681 [16]	GSM1183416, GSM1183417, GSM1183418, GSM1183419	3	Young
	GSM1183420, GSM1183421, GSM1183422, GSM1183423	10	Mid-aged
	GSM1183424, GSM1183425, GSM1183426	20	
	GSM1183427, GSM1183428, GSM1183429, GSM1183430	56	Old
	GSM1183435, GSM1183436, GSM1183437, GSM1183438	68	
GSE25009 [17]	GSM614349, GSM614350, GSM614351	3	Young
	GSM614352, GSM614353, GSM614354	30	Old
	GSM614355, GSM614356, GSM614357	60	
GSE26246 [18]	GSM644354, GSM644355, GSM644356	0	Young
	GSM644357, GSM644358, GSM644359	2	
	GSM644360, GSM644361, GSM644362	14	Mid-aged
GSE26726 [19]	GSM658027, GSM658028, GSM658029, GSM658036, GSM658037, GSM658038, GSM658060, GSM658061, GSM658062	10	Mid-aged
	GSM658042, GSM658043, GSM658044, GSM658051, GSM658052, GSM658053, GSM658066, GSM658067, GSM658068	40	Old
GSE22440	GSM557543, GSM557544, GSM557545	10	Mid-aged
	GSM557546, GSM557547, GSM557548	40	Old
GSE21182 [20]	GSM530094	1	Young
	GSM530096	40	Old
GSE6314 [21]	GSM132562, GSM132563	15	Mid-aged
	GSM132564, GSM132565	20	
	GSM132566, GSM132567	30	Old
	GSM132568, GSM132569	45	
	GSM132570, GSM132571	60	
GSE826 [22]	GSM12770	3	Young
	GSM12772	47	Old
GSE37148 [23]	GSM912518, GSM912519, GSM912520	5	Young
	GSM912521, GSM912522, GSM912523	45	Old

Among all categories of innate immunity relevant genes (Figure 1A–1C), only AMP genes exhibited a marked increase in gene expression with age. However, the degree of expression of other inducible and constitutive effector molecules in the host defense system of *Drosophila*, such as C-type lectins or lysozymes; pattern recognition receptors (PRRs), including peptidoglycan recognition proteins (PGRPs) and gram-negative binding proteins (GNBPs); major molecules involved in Toll, immune deficiency (IMD), and Janus kinase - signal transducer and activator of transcription (JAK-STAT) pathways, essentially remained unchanged. Meta-analysis (Figure 1D–1F, Supplementary Figure 1) further demonstrated that with the exception of drosomycin (*Drs)*, among 14 major AMP genes, including attacin (*Att*) *A*, *B*, *C* and *D*; cecropin (*Cec*) *A1*, *A2*, *B* and *C*; diptericin (*Dpt*) *A* and *B*; *Drs*; defensin (*Def*); drosocin (*Dro*); and metchnikowin (*Mtk*); there was overexpression of all other genes between at least one younger group with that of at least one older group. The data mining results suggested that the upregulation of AMPs in the head of healthy aging *Drosophila* could be one of the most important changes in the innate immune system with age.

**Figure 1:**
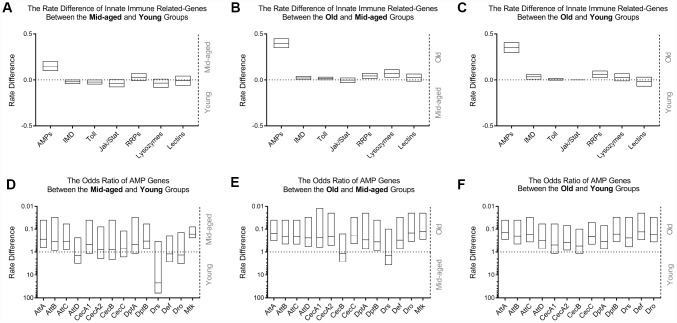
**Comparison of innate immunity gene expression variances in WT flies with age among GEO datasets.** The occurrence of high expression was introduced as a statistical parameter to compare the relative expression quantity of immune-related genes across age groups. The upper figures exhibit the rate differences among different classes of genes associated with innate immunity between the middle-aged and young (**A**), old and middle-aged (**B**), and old and young (**C**) groups, clearly demonstrating that AMPs had the most significant differential expression. The expression levels of other gene clusters were generally unchanged. Transcriptional differences in AMP genes were subsequently compared using meta-analysis. The odds ratio between the middle-aged and young (**D**), old and middle-aged (**E**), and old and young (**F**) groups, are shown in the lower graphs, indicating an increased expression of AMPs in the head of WT *Drosophila* during aging.

### Age-associated overexpression of AMP genes in normal *Drosophila* was observed in RNA-Seq

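The data on normal flies are 12 libraries of male heads, 3 replicates at each of days 3, 10, 20, and 30 post eclosion. WT flies were the offspring of the control strain with the white mutation and the elav driver line, which drives transgenes in neurons. The sample labels of the deposited data give all 4 ages, as the paper does, while the design text deposited with them names only days 3, 10, and 20. The authors removed adaptor and low quality reads with SOAPnuke, mapped the remainder to the release 6 fly genome with HISAT, and deposited for each library the expected count and the FPKM of each gene as estimated by RSEM. Expected counts are estimated numbers of sequenced fragments per gene and had not been normalized. They summed to between 14314979 and 24756100 per library at day 3 (median 15065747), between 12884945 and 24091547 at day 10 (median 15064791), between 13730914 and 21168175 at day 20 (median 14253766), and between 13880710 and 14391757 at day 30 (median 14014544). The genes that the authors added to the annotation had different lengths in 2 sets of libraries, which marks 2 processing runs over the WT and AD data. Replicate 1 of days 3, 10, and 20 came from the first run in both genotypes, 6 libraries with totals from 21168175 to 26731357. The other 18 libraries came from the second run, with totals from 12884945 to 16237611, so that day 30 was present in the second run alone. The mitochondrial gene *mt:ND5* took 0.104% to 0.138% of the counts in the first run and 1.76% to 8.23% in the second. No pair of replicates looked like a library deposited in duplicate, since the chi-square per gene lay between 9.20 and 410.1 in the 24 pairs of replicates and sampling noise alone would give about 1. The expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test after TMM normalization. All 24 WT and AD libraries entered as 8 groups with a shared estimate of the spread (common biological coefficient of variation 0.314), and edgeR's filter on low counts kept 10479 of the 13700 annotated genes listed in at least 1 library. A gene was counted as past the threshold when its absolute log2 fold change was over 1 and its Benjamini-Hochberg false discovery rate (FDR) under 0.05, which are the limits in the paper's methods. Normalized counts are counts divided by the TMM-scaled library size, brought to the mean library size.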

To validate the gene expression variation of the innate immune system with age, whole transcriptome profiles of normal *Drosophila* heads at 3, 10, 20, and 30 days post eclosion were analyzed by high throughput RNA sequencing. The raw data had been deposited to the GEO database with an accession number of GSE109489. The relative quantity of gene expression and the significance value between groups were calculated by DESeq2 software. 

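In WT flies, 470 of the 10479 tested genes passed the threshold between day 30 and day 3, of which 171 were higher and 299 lower at day 30. There were 59 such genes between days 10 and 3, 244 between days 20 and 3, 33 between days 30 and 10, and 2 between days 20 and 10. Between days 30 and 20 the number was 0, with 240 genes at an unadjusted p under 0.05. These 240 are a share under 0.05 of the 10479 tested genes. Unchanged genes alone would give more on average, so the p-values of this fit may be too high. With DESeq2 over the same 8 groups, 617 genes passed between day 30 and day 3. The alternative that moved this number most was the FDR limit without a limit on the fold change, which gave 1169 genes. Leaving out each of the 6 libraries in turn gave from 254 to 894 genes. With the replicate number as a block in the edgeR fit, 599 genes passed. Deviations from the group means correlated at 0.222 on average between libraries with the same replicate number, against -0.104 between libraries with different numbers. Deviations in a group of 3 sum to 0, so the second value largely follows from the first and is no separate baseline. The value for same numbers was 0.404 at day 3, and -0.0412 at day 30, where all libraries belong to the second run. Counts were also simulated with 200 of the more abundant genes changed in AD flies at day 10, each by a log2 fold change of at least 2. No effect of processing run or replicate was simulated. There edgeR found 97% of the changed genes with 1 unchanged gene among 195 calls, and DESeq2 found 98% with 13 unchanged genes among 209 calls. These shares do not apply to smaller changes, to scarcer genes, or to data with run effects.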

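The 14 AMP genes are *AttA*, *AttB*, *AttC*, *AttD*, *CecA1*, *CecA2*, *CecB*, *CecC*, *DptA*, *DptB*, *Drs*, *Def*, *Dro*, and *Mtk*. All were higher in WT flies at day 30 than at day 3, with log2 fold changes from 0.68 to 2.51. The threshold was passed in at least 1 of the 6 older against younger pairs by 8 of the 14, namely *AttA*, *AttB*, *AttC*, *DptA*, *DptB*, *Def*, *Dro*, and *Mtk*, and by each of them between days 30 and 3. *AttC* (FBgn0041579, chromosome 2R, 13393705 to 13394667 in release 6) rose from 5547 ± 737 normalized counts at day 3 to 25124 ± 1309 at day 30 (SD, n = 3). Its log2 fold change was 2.18 (standard error 0.33, FDR 3.15e-04 from edgeR). *Mtk* (FBgn0014865, chromosome 2R, 15408846 to 15409113) rose from 2074 ± 159 to 11778 ± 1646 normalized counts (SD, n = 3), a log2 fold change of 2.51 (standard error 0.40, FDR 5.09e-04). *AttC* and *Mtk* passed in 3 pairs and the other 6 genes in 1 pair. *AttA*, *AttB*, *DptA*, *DptB*, *Def*, and *Dro* had log2 fold changes of 2.00, 1.60, 1.96, 1.92, 2.03, and 1.79 between days 30 and 3, with FDR from 0.00443 to 0.0251. *CecC* (1.62, FDR 0.0645), *Drs* (1.37, FDR 0.134), *CecA2* (1.07, FDR 0.134), *CecA1* (0.92, FDR 0.251), *CecB* (1.00, FDR 0.306), and *AttD* (0.68, FDR 0.654) did not pass. *AttA* with *AttB* and *CecA1* with *CecA2* are near-identical neighbours whose reads the counting could have split, so their separate values are uncertain. Expected counts with fractions, which split reads can leave, were found in most libraries for *AttA* and *AttB*. For *CecA1* and *CecA2* they were found only in WT day 3 replicate 1 and AD day 10 replicate 1. The number of AMP genes past the threshold was 9 with the replicate block, 10 with DESeq2, and 12 with the processing run as a covariate. It lay between 4 and 9 when each of the 12 WT libraries was left out in turn.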

The results revealed that 12 out of 14 AMP genes, including *AttA*, *AttB*, *AttC*, *AttD*, *CecA2*, *CecC*, *DptA*, *DptB*, *Drs*, *Def*, *Dro*, and *Mtk*, had upregulated expression in at least one older group compared to that of at least one younger group (Figure 2B). Despite of slight variations on individual genes, the expression levels of these AMP genes generally presented a gradual tendency to increase with age, consistent with results from the big data analysis (Figure 2A). 

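The mean log2 CPM (counts scaled to a common library size) of the 14 AMP genes, with a prior count of 2, was computed for each WT library. It was 5.77 ± 0.44 at day 3, 5.84 ± 0.80 at day 10, 6.42 ± 0.73 at day 20, and 7.47 ± 0.10 at day 30 (SD, n = 3). The day 10 mean exceeded the day 3 mean by less than the SD of either group. Over the 12 WT libraries the AMP mean correlated with age, with Pearson's r = 0.783 (two-sided permutation test with 100000 resamples, p = 0.00413) and Spearman's rho = 0.777 (p = 0.00476). In the 9 libraries of the second run r was 0.906 (two-sided exact permutation test, p = 0.00238) and rho 0.867 (p = 0.00450). The first run held 3 WT libraries, too few to recompute the correlation. These were 2 correlations in all, with Benjamini-Hochberg adjusted p = 0.00413 for each r in the permutation tests. The 3 libraries of day 30 tie as the farthest from the median age, and without any 2 of them r was 0.648 to 0.668. Without all 3 libraries of day 30, r was 0.443 over 9 libraries. Within days 3, 10, and 20, the replicate of the first run had the highest AMP mean of the 3 WT libraries, with 6.25, 6.72, and 7.19. From its mining of other data, this time course, and qPCR, the paper reports that AMP expression increases with age in heads of normal flies.

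**Figure D1:**
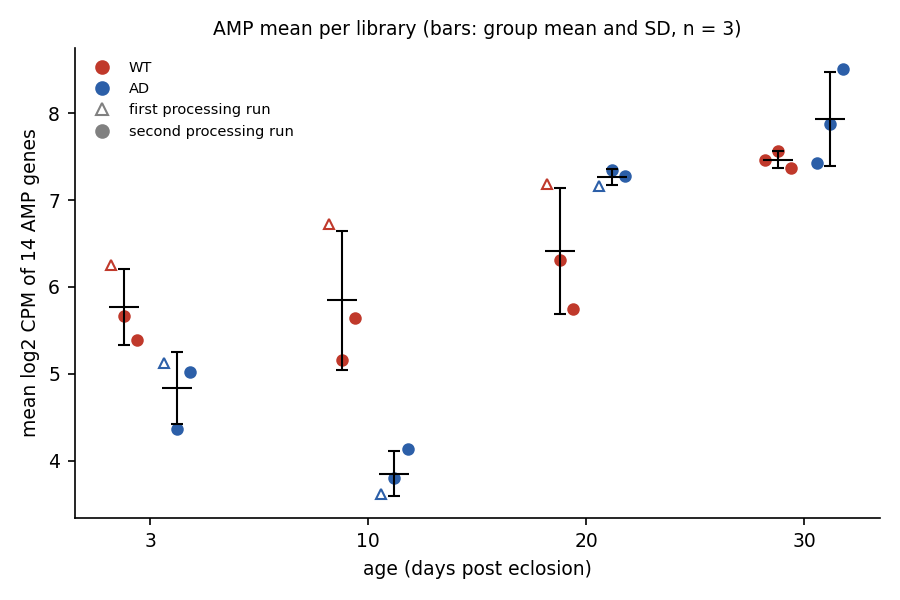
Mean log2 CPM of the 14 AMP genes (y axis) against age in days post eclosion (x axis) for each WT (red) and AD (blue) library. Triangles mark the first processing run and circles the second, and bars give the group mean and SD (n = 3). The 3 AD libraries of day 10 lie below every WT library, while the WT libraries of day 30 lie between 7.37 and 7.56.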

Lysozyme (*Lys*) *S*, and three PGRP genes, including *-LC*, *-SA*, and *-SD*, were overexpressed in at least one pair of age groups. However, there was no significantly different expression among other AMP-related genes.

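*LysS* (FBgn0004430, chromosome 3L, 1227747 to 1228238) had 2.08 ± 0.697 normalized counts in WT flies at day 3, 105 ± 69.8 at day 20, and 80.2 ± 27.9 at day 30 (SD, n = 3). It passed the threshold between days 20 and 3, with a log2 fold change of 5.52 (standard error 1.36, FDR 0.0201 from edgeR), and between days 30 and 3 (5.11, FDR 0.0234). The WT libraries of day 3 had only 1.29 to 2.61 normalized counts each, so the size of these changes is imprecise. *PGRP-SD* (FBgn0035806, chromosome 3L, 7651180 to 7651900) rose from 833 ± 60.5 to 3739 ± 42.8 normalized counts between days 3 and 30 (SD, n = 3), a log2 fold change of 2.17 (standard error 0.22, FDR 7.79e-06). *PGRP-SA* (FBgn0030310, chromosome X, 11561643 to 11562779) rose from 252 ± 53.6 to 739 ± 121, a log2 fold change of 1.55 (standard error 0.24, FDR 4.98e-04). *PGRP-LC* (FBgn0035976, chromosome 3L, 9338810 to 9348336) had 962 ± 207 and 1506 ± 24.3 normalized counts at these ages. Its log2 fold change of 0.64 (standard error 0.20) had an FDR of 0.0468 and stayed under the fold-change limit of 1, and it passed in 0 of the 6 pairs of ages.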

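Apart from the AMP genes, *LysS*, *PGRP-LC*, *PGRP-SA*, and *PGRP-SD*, 22 genes of the lysozyme, C-type lectin, PGRP, and Gram-negative binding protein (GNBP) classes could be tested. In the WT age pairs, 4 of these 22 passed the threshold, and 37 of their 132 tests had an unadjusted p under 0.05. Between days 30 and 3, *PGRP-SB1* (FBgn0043578, chromosome 3L, 16727299 to 16727989) rose with a log2 fold change of 2.35 (standard error 0.28, FDR 3.99e-05 from edgeR). *PGRP-LB* (FBgn0037906, chromosome 3R, 11452849 to 11460552) rose by 1.67 (standard error 0.15, FDR 1.67e-06) and *PGRP-LF* (FBgn0035977, chromosome 3L, 9349609 to 9351489) by 1.53 (standard error 0.24, FDR 4.80e-04). The lectin gene *tfc* (FBgn0035199, chromosome 3L, 1256449 to 1274498) was lower at day 30, with a log2 fold change of -1.34 (standard error 0.32, FDR 0.0115). None of the 4 GNBP genes passed, with 4 of 24 tests at an unadjusted p under 0.05. The number of genes past the threshold was 5 with the replicate block and 7 with DESeq2, and 3 to 5 when each WT library was left out.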

**Figure 2:**
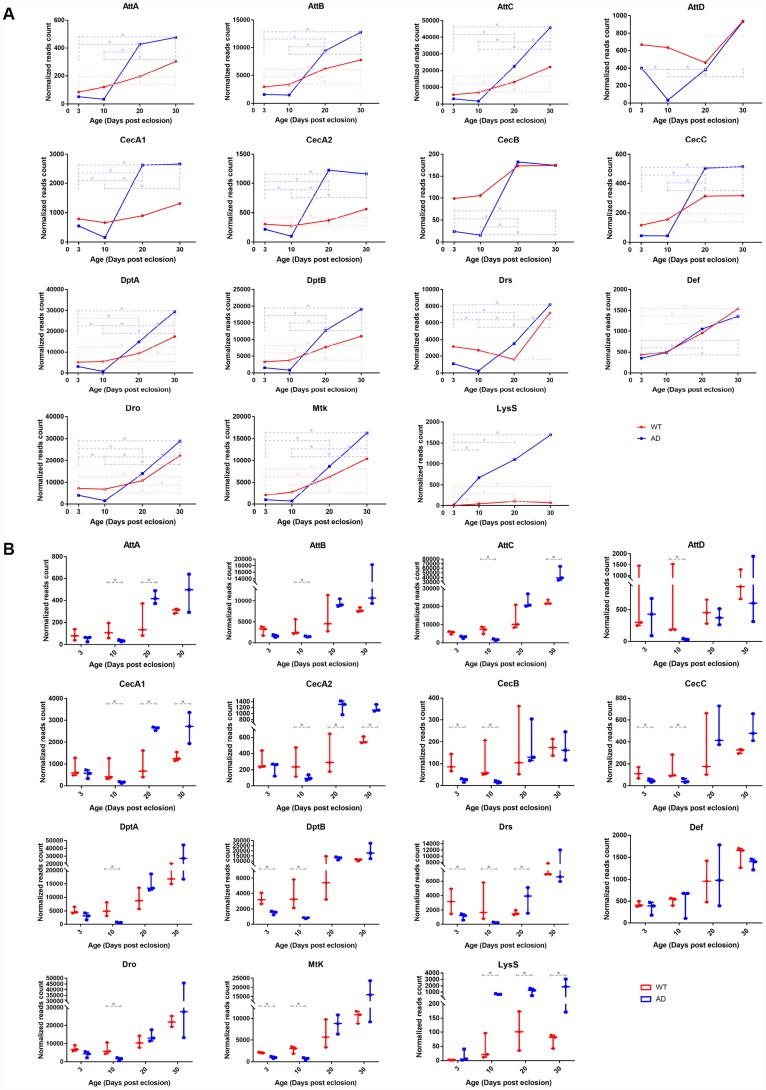
**RNA-seq analysis of differentially expressed genes associated with the innate immune system in control and AD *Drosophila* model.** There were significant differences in transcriptional levels of AMPs and *LysS* between the two groups. The line chart (**A**) illustrates different expression patterns of differentially expressed immune-related genes between WT (red, round dots) and AD (blue, square dots) groups during aging. The box plot (**B**) presents differences in expression therein between the normal (red, left) and disease (blue, right) groups at each time point (3-, 10-, 20-, 30-days post eclosion).

### High throughput sequencing indicated differential AMP expression pattern in normal and AD flies

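The AD group also comprised 12 libraries of male heads, 3 replicates at each of 4 ages, in which the elav driver line turned on a transgene for the human amyloid peptide in neurons. The paper describes the transgene as the Aβ peptide alone, whereas the sample labels of the deposited data name the human amyloid precursor protein, and the paper's description is used here. Reads of the transgene itself were not analysed here. As a check of the labels, the *white* gene (*w*, FBgn0003996, chromosome X, 2790599 to 2796466) was examined first, because transgenes in flies commonly carry a working copy of it as a marker. The paper's text does not name the marker. *w* had 4288 ± 124 normalized counts in AD flies against 1607 ± 218 in WT flies at day 3, 4049.6 ± 233 against 1186 ± 82.9 at day 10, and 3305 ± 264 against 1221 ± 117 at day 20 (SD, n = 3). Its log2 fold changes on these days were 1.42, 1.77, and 1.44, with FDR of 0.00298, 1.14e-04, and 0.00246 from edgeR. At day 30 *w* had 3064 and 3129 normalized counts in AD replicates 1 and 2. The library labelled AD day 30 replicate 3 had 1529, against 1395 to 1523 in the 3 WT libraries, and the log2 fold change over all 6 libraries was 0.82 (FDR 0.119). All directions at day 30 given for AD flies include this library. *Yp1*, a yolk protein gene used as a check of sex, did not pass the threshold between the genotypes on any day (FDR 0.966 or above), but WT day 3 replicate 2 stood out with 654 normalized counts against 20.2 and 28.4 in the other WT libraries and 8.89 to 42.7 in the AD libraries of that day. Expected counts summed to between 14342425 and 25870046 per AD library at day 3 (median 15722456), 13981219 and 24254703 at day 10 (median 14944719), 13458969 and 26731357 at day 20 (median 14910943), and 14742676 and 16237611 at day 30 (median 14863974). The number of genes past the threshold between AD and WT flies was 3 at day 3, 18 at day 10, 10 at day 20, and 2 at day 30, with 372, 320, 464, and 824 genes at an unadjusted p under 0.05. At days 3, 10, and 20 the latter are a share under 0.05 of the 10479 tested genes, less than unchanged genes alone would give on average. The p-values of this fit may therefore be too high. With the replicate block the numbers past the threshold were 5, 21, 11, and 9. With the processing run as a covariate they were 12, 29, 16, and 32. DESeq2 gave 10, 38, 24, and 32, and the fit of the 2 groups alone gave 0, 10, 3, and 53. The number moved most with DESeq2 on the 2 groups alone, a setting chosen after seeing the data, which gave 77 at day 30.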

Transcriptomic profiling of the *Drosophila* model of AD at the time points corresponding to those of the WT group was performed using RNA-Seq. Raw transcriptomic data was deposited to the same database with an identical accession number. 

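In AD flies the mean log2 CPM (counts scaled to a common library size) of the 14 AMP genes was 4.84 ± 0.42 at day 3, 3.85 ± 0.26 at day 10, 7.26 ± 0.09 at day 20, and 7.94 ± 0.55 at day 30 (SD, n = 3). Between days 10 and 3 the estimates of 12 of the 14 genes were lower at day 10, all except *CecC* and *Def*, and 7 had an unadjusted p under 0.05. Of these, *DptA* passed the threshold, with a log2 fold change of -2.08 (standard error 0.41, FDR 0.0120 from edgeR). Between days 20 and 10 all 14 genes were higher at day 20 and 12 passed the threshold, the exceptions being *AttD* (3.51, FDR 0.216) and *Def* (1.09, FDR 0.820). The largest of these changes was that of *DptA* (FBgn0004240, chromosome 2R, 18865765 to 18866260), from 706 ± 149 to 15256 ± 3457 normalized counts (SD, n = 3), a log2 fold change of 4.43 (standard error 0.46, FDR 4.25e-05). The same rise was seen within each processing run. In the first run the AMP mean was 3.62 at day 10 and 7.16 at day 20, and in the second run it was 3.80 and 4.13 at day 10 and 7.35 and 7.28 at day 20. Between days 30 and 20 all 14 estimates were positive, from 0.06 to 1.43, but 0 genes passed the threshold, 5 had an unadjusted p under 0.05, and the lowest FDR was 0.297. Over the 6 pairs of ages, 14 of 14 genes were past the threshold with higher expression in the older AD group, also with DESeq2 and with the replicate block, and 13 or 14 when each AD library was left out.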

Time series analysis illustrated that the expression of most AMPs declined to the lowest on day 10, elevated sharply on day 20, and continuously increased or remained unchanged on day 30. The expression levels of AMP genes displayed a rough trend of initial decrease followed by an increase, which was distinct to that of healthy controls (Figure 2A). 

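The difference between the time courses was tested on the AMP mean itself. The test follows the paper's account of a low at day 10 and a rise to day 20 in these same libraries. Its p-values are therefore not independent of that pattern. The AD minus WT difference changed by 2.84 on the log2 scale between day 10 and day 20 (two-sided exact permutation of the genotype labels within each day, 400 arrangements, p = 0.01, where the smallest possible p is 0.005). Within the second run the change was 2.72 over 8 libraries (exact permutation p = 0.0556, the smallest that 36 arrangements allow), and within the 4 libraries of the first run it was 3.08. With same-numbered libraries taken as pairs, the same change had a p of 0.0625 in an exact sign-flip permutation test, which cannot go below 0.0313. Deviations of same-numbered libraries at day 20 correlated at 0.555. Leaving out each of the 12 libraries in turn gave changes from 2.40 to 3.23. In edgeR's joint test of the genotype by age interaction over the 10479 genes, 2 genes had an FDR under 0.05, *AttC* (0.0375) and *DptA* (0.0417), and 13 of the 14 AMP genes had an unadjusted p under 0.05. The replicate block gave 4 genes and DESeq2 gave 15.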

The most significant differences in expression between WT and AD groups appeared on day 10, when 13 out of 14 AMPs, including *AttA*, *AttB*, *AttC*, *AttD*, *CecA1, CecA2*, *CecB, CecC*, *DptA*, *DptB*, *Drs*, *Def*, *Dro*, and *Mtk*, showed a remarkable decline in the AD group, with log2 fold changes of -1.816, -1.182, -2.011, -4.250, -2.065, -1.455, -2.735, -1.813, -3.011, -2.184, -3.525, -2.173, and -1.975, respectively (Figure 2B). mRNA levels of *LysS*, *PGRP-LC*, *-SA*, and *-SD* genes presented a rising trend with age in the AD group, but there were no significant differences among PGRP genes when compared with those of the WT group. However, the expression of *LysS* exhibited a comparable increase in *Drosophila* with AD. 

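At day 10 all 14 AMP genes had negative log2 fold changes in AD flies against WT flies, and 13 had an unadjusted p under 0.05. After adjustment over all tested genes, 5 passed the threshold. *DptA* had 706 ± 149 normalized counts in AD and 5681 ± 2646 in WT flies (SD, n = 3), a log2 fold change of -3.01 (standard error 0.43, FDR 0.00373 from edgeR). *AttC* had 1809.6 ± 517 and 7290.3 ± 2068 (-2.01, standard error 0.32, FDR 0.0122). *Drs* (FBgn0283461, chromosome 3L, 3369556 to 3369942) had 249.9 ± 51.2 and 2875 ± 2819, and its WT libraries ranged from 787 to 6082 (-3.53, standard error 0.63, FDR 0.0217). *DptB* (FBgn0034407, chromosome 2R, 18867391 to 18867895) and *Mtk* had log2 fold changes of -2.18 (FDR 0.0359) and -1.98 (FDR 0.0370). The 8 genes with an unadjusted p under 0.05 that did not pass had log2 fold changes from -4.29 (*AttD*, standard error 1.00) to -1.18 (*AttB*, standard error 0.43) and FDR of 0.0931 (*Dro*) or above. Among the fits that left out 1 library, each of these 8 estimates was weakest without WT replicate 1. They then ran from -2.50 (*AttD*) to -0.61 (*AttB*) and stayed negative. *Def* (FBgn0010385, chromosome 2R, 10054178 to 10054576) was the remaining gene, with -0.06 (standard error 0.55), less than its error. Leaving out AD replicate 1 turned the *Def* estimate to 0.43. The replicate block also gave 5 AMP genes past the threshold, with a correlation of 0.540 between the deviations of same-numbered libraries of this day. With the processing run as a covariate 8 passed, and with DESeq2 9. The fit of the 2 groups alone gave 0, and leaving out each of the 6 libraries gave 0 to 4. At days 3, 20, and 30, 0 AMP genes passed, with 6, 4, and 2 at an unadjusted p under 0.05. Between days 3 and 30 in AD flies, *LysS* had a log2 fold change of 7.14 (FDR 1.74e-04), *PGRP-SD* of 2.87 (FDR 1.72e-07), *PGRP-SA* of 2.03 (FDR 1.85e-05), and *PGRP-LC* of 0.96 (FDR 0.00255), the last under the fold-change limit. Between AD and WT flies, 0 of the 12 tested PGRP genes passed on any day, with 8 of 48 tests at an unadjusted p under 0.05. Over the 12 genes the log2 fold changes lay between -3.47 and 0.87, and the lowest FDR was 0.0500, just outside the limit. The log2 fold changes of *PGRP-LC*, *PGRP-SA*, and *PGRP-SD* lay between -0.56 and 0.34 over the 4 days.

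**Figure D2:**
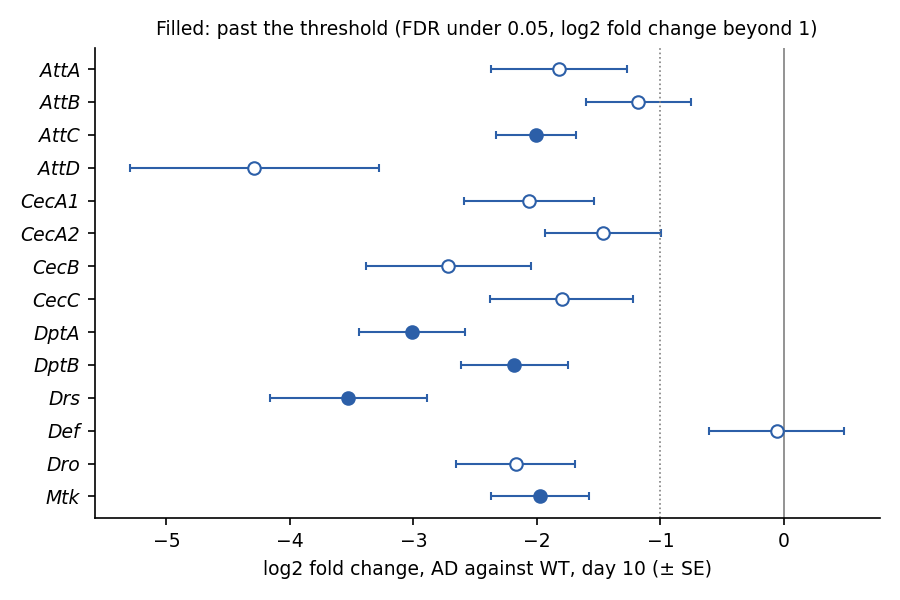
Log2 fold change of each AMP gene in AD against WT flies at day 10 (x axis), with bars for the standard error from edgeR (3 libraries per group). Filled circles mark the 5 genes past the threshold (*AttC*, *DptA*, *DptB*, *Drs*, and *Mtk*), the dotted line marks a log2 fold change of -1, and *AttD* has the widest bar.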

The log2-fold change values of *LysS* between the WT and AD groups at day 3, 10, 20, and 30 were 2.891, 3.929, 3.412, and 4.576, respectively (Figure 2).

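*LysS* had 15.8 ± 21.0 normalized counts in AD flies at day 3 (SD, n = 3), where the spread between replicates exceeded the mean. It had 703 ± 77.9 in AD and 45.3 ± 48.1 in WT flies at day 10 (SD, n = 3), and every AD library was above every WT library. At day 20 the AD libraries had 1134 ± 631 and at day 30 1908 ± 1634 (SD, n = 3). The library labelled AD day 30 replicate 3 had 193 normalized counts, against 2083 and 3448 in the other AD libraries of that day and 48.3 to 99.8 in the WT libraries. The log2 fold changes of AD against WT were 2.54 (standard error 1.72) at day 3, 3.84 (standard error 0.91) at day 10, 3.40 (standard error 0.87) at day 20, and 4.57 (standard error 0.92) at day 30. Their unadjusted p-values from edgeR were 0.156, 4.61e-04, 9.56e-04, and 8.92e-05, and after adjustment over all genes the FDR was 1.00, 0.138, 0.245, and 0.0934, so that the threshold was not passed on any day. In the fit with the replicate block *LysS* passed at day 30 (4.48), where the deviations of same-numbered libraries correlated at -0.0412. DESeq2 over the 8 groups had *LysS* past the threshold at day 10 (3.94) and day 30 (4.56). *LysS* belongs to a multigene family whose reads the counting could have split. Its expected counts were whole numbers in every library, from 1 to 3072, which argues against split reads. Reads given wholly to the wrong family member are not excluded.

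**Figure D3:**
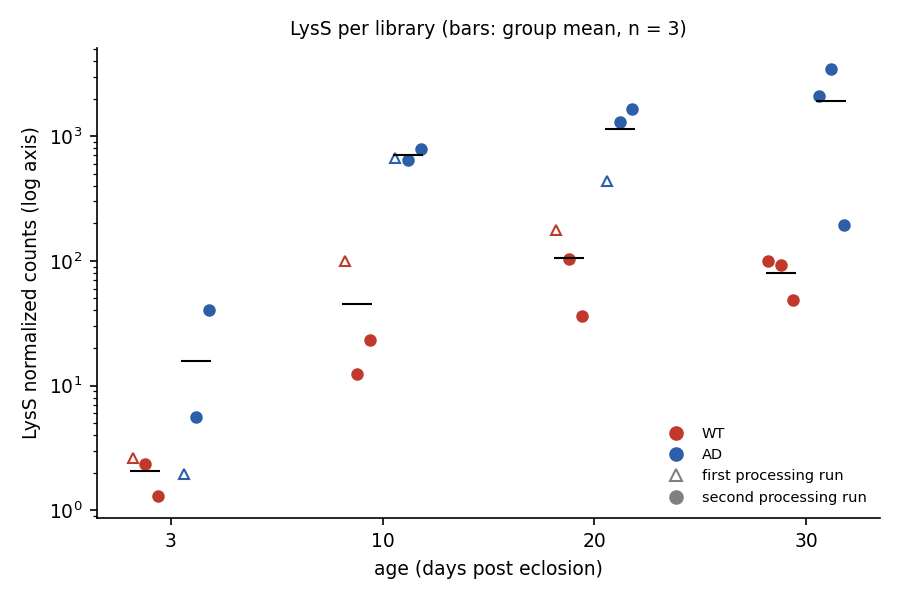
*LysS* normalized counts (y axis, log scale) against age in days post eclosion (x axis) for each WT (red) and AD (blue) library. Triangles mark the first processing run, circles the second, and horizontal lines the group means (n = 3). At day 30 the lowest AD library, at 193, lies near the WT libraries.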

### Validation of AMP gene expression profiles by quantitative real-time PCR (qPCR)

Transcript levels of key differentially expressed innate immunity genes were investigated using RNA-Seq, including 14 AMP genes and *LysS*, and were validated using qPCR assays. The qPCR result generally recapitulated RNA-Seq data. Expression trends of the aforementioned genes in different age groups were generally consistent with those revealed by transcriptomic analysis (Figure 3A). Quantitative analysis confirmed that expression levels of nearly all AMP genes declined to some extent in the AD group at day 3 and 10. Among these, six AMPs, including *AttC*, *CecB*, *CecC*, *DptB*, *Drs*, and *Dro*, had the most significant differential expression, with log2-fold changes of -1.344, -2.097, -2.750, -2.398, -1.973, and -1.791, respectively. After day 10, AMP expression levels in the AD group rapidly increased. The expression of most AMP genes remained at similar levels to those of the control group, of which *CecA* and *AttA* were found elevated on day 20 and 30 with log2-fold changes of 1.250 and 1.255, respectively (Figure 3B). There was a continuously increasing trend in the mRNA level of *LysS* from day 3 to 30, which was markedly increased relative to control levels, with log2-fold change values of 1.413, 3.636, 3.555, and 3.331, respectively (Figure 3).

**Figure 3:**
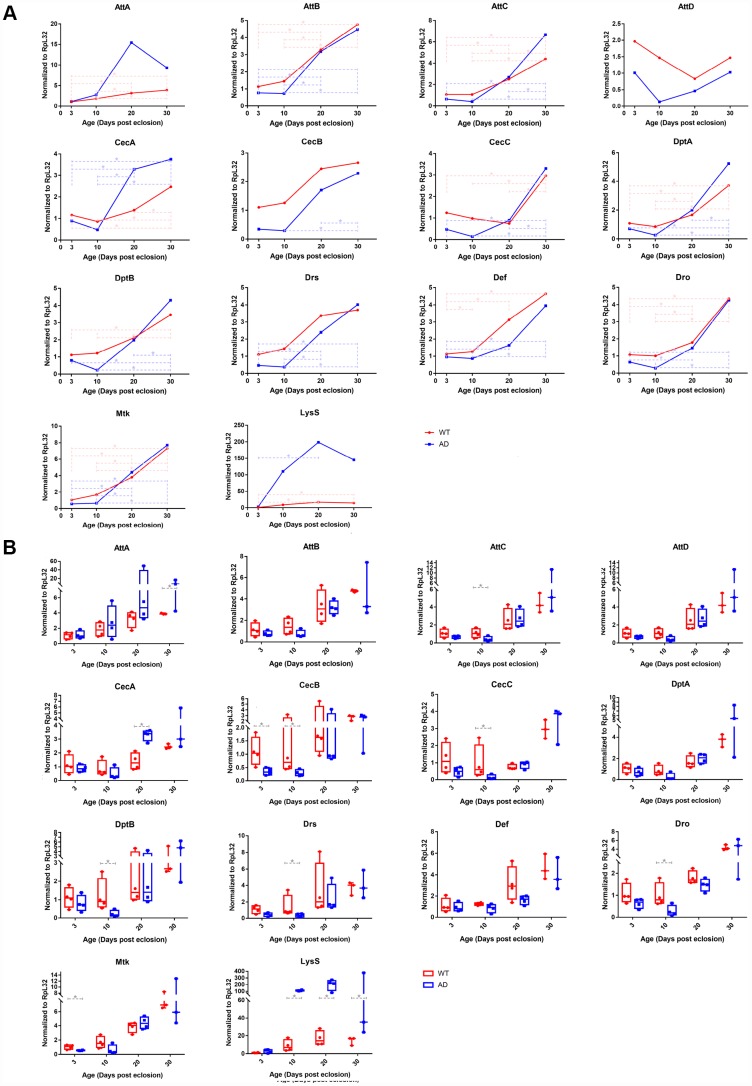
**Quantitative PCR validation of differentially expressed immune-related genes in control and Aβ transgenic flies.** The results confirmed age-associated alterations in expression trends and transcriptional regulatory levels among the AMP and *LysS* genes between healthy control and disease model flies. The line chart (**A**) displays the time series (3-, 10-, 20-, and 30-days post eclosion) gene expression in the head tissue of WT (red, round dots) and AD (blue, square dots) flies. The box plot (**B**) exhibits the comparison of mRNA levels between normal (red, left) and disease (blue, right) model flies among the age groups.

### ELISA suggested that dysregulation of AMP expression was positively correlated with Aβ_42_ concentration but not neuronal apoptosis in AD flies

The levels of Aβ_42_ and neuronal apoptosis were determined as described previously using respective ELISA kits. ELISA revealed significantly increased Aβ_42_ concentration and apoptotic DNA fragmentation within the disease group, indicating abnormal Aβ aggregation and neuronal apoptosis in *Drosophila* with AD (Figure 4A and 4B). Time series analysis showed that the degree of Aβ burden and apoptosis in the head of WT flies remained at low levels over time, whereas that of the AD group presented an obvious upward trend from day 3 to30. The degree of Aβ and apoptosis were most significantly increased on day 20 (Figure 4C and 4D).

**Figure 4:**
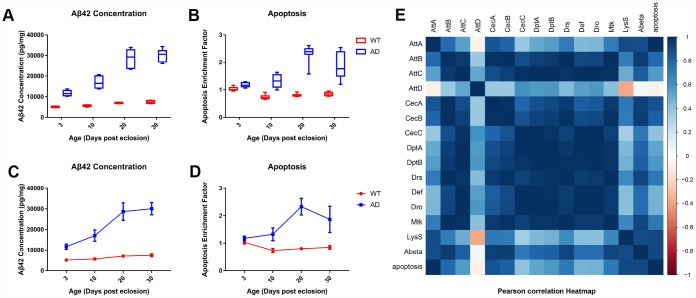
**Quantitative determination of Aβ_42_ and apoptosis levels in brain tissue of control and AD model flies.** Aβ_42_ concentration and apoptotic DNA fragmentation representing the extent of apoptosis was examined with ELISA. Compared to the control group (left), which had low levels of Aβ_42_ concentration (**A**, left) and cell apoptosis (**B**, left), the AD group had an increased concentration of Aβ (**A**, right) and apoptotic DNA fragments (**B**, right). The trends of Aβ_42_ production (**C**) and neuronal apoptosis (**D**) in the WT (round dots) and AD (square dots) groups are displayed in the lower figures. Subsequent correlation analysis further indicated a potential relationship between AMP expression, Aβ_42_ production, and neuronal apoptosis.

Pearson's correlation coefficient test (Figure 4E) revealed a significant positive correlation between the generation of human Aβ_42_ peptide and programmed cell death in the head of the *Drosophila* model. No significant correlation was detected between AMP genes or *LysS* expression and apoptosis. Nevertheless, significant correlations between abnormal Aβ concentration and aberrant expression of *AttB*, *AttC*, *CecA*, *Drs*, *Mtk*, and *LysS* genes were detected.

## DISCUSSION

*Drosophila* has proven to be an excellent model system for studies of aging and age-related neurodegenerative diseases, not only due to its high genetic conservation to humans, but also due to its short lifespan and simple central nervous system (CNS) anatomy and physiology. In humans, aging and neurodegenerative diseases are accompanied with altered immunity [24]. Although there is a lack of adaptive immunity in *Drosophila*, immune defense in the human brain under normal circumstances also relies entirely on the innate immune system [5]. The innate immune systems of humans and *Drosophila* are highly analogous: they are activated by PGRPs and GNBPs; transcriptionally regulated through Toll, IMD, and JAK-STAT signaling pathways; and function by expressing effector molecules through NF-κB transcription factors [25, 26].

Innate immunity is the first line defender of the host based on efficient response mechanisms and potent immune molecules that are expressed, such as AMPs, lysozymes, and lectins. The innate immune system has been proposed to be upregulated during aging to withstand growing susceptibility to infections [27]. Conversely, overexpression of antimicrobial peptide genes could contribute to age-related diseases through cytotoxic effects [28]. Although the interplay between immunity and aging in *Drosophila* is well established, despite that the mechanism that underlie such reciprocity remain unknown, there is a lack of literature specific to the head tissue. In this study, gradually increasing levels of AMP expression in the head of healthy aging *Drosophila* were observed by mining transcriptome sequencing data from the GEO database, which were subsequently verified by RNA-seq and qPCR analyses, consistent with the available literature [29–31]. However, there were no significant differences in expression of major genes of Toll, IMD, or JAK-STAT signaling pathways, indicating that these classical immune relevant pathways may not be involved in the overexpression of AMP genes.

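In the WT age series, 40 genes of the Toll, IMD, and JAK-STAT pathways could be tested in 6 pairs of ages. *pirk* (FBgn0034647, chromosome 2R, 21660967 to 21662995), a gene of the IMD pathway, was the 1 gene that passed the threshold. Its log2 fold change between days 30 and 3 was 2.01 (standard error 0.16, FDR 3.04e-07 from edgeR). Of the 240 tests of the 40 genes, 43 had an unadjusted p under 0.05. None of the 16 Toll genes passed (16 of 96 tests at an unadjusted p under 0.05) and none of the 10 JAK-STAT genes (9 of 60 tests). Among the Toll genes the highest log2 fold change was 0.999, between days 30 and 3, just under the limit of 1. The lowest FDR among them was 0.0145 from edgeR. The number of genes past the threshold was 2 with the replicate block and with DESeq2, and 6, the largest, with the FDR limit alone. It was 3 with the processing run as a covariate, and 1 to 3 when each WT library was left out.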

Prolonged inflammation is associated with the progression of AD in humans, which results from the accumulation of aberrant Aβ aggregates. Activated immunity in the CNS has been suggested to be responsible for the onset of neurodegeneration in *Drosophila* [32]. Experimental evidence has illustrated that overexpression of a particular AMP gene in the CNS of WT *Drosophila* was sufficient to induce pathogenesis of neurodegeneration and shortened lifespan. The pathological mechanism was attributed to the cytotoxicity of AMPs on neurons and glia in the CNS [28, 33]. Neuron loss, behavioral impairment, and shortened lifespan are the most characteristic pathological changes of *Drosophila* with AD. Therefore, the expression of AMP genes were deduced to be upregulated in the AD *Drosophila* model. 

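Outside the AMP genes, 26 genes of the lysozyme, C-type lectin, PGRP, and GNBP classes were tested between AD and WT flies on 4 days. None passed the threshold, and 14 of the 104 tests had an unadjusted p under 0.05, spread over 9 genes. *LysS* had an unadjusted p under 0.05 on 3 of the 4 days. The lowest FDR among the PGRP genes was 0.0500, with a log2 fold change of -3.47 at day 10, just outside the limit. Among the C-type lectin genes it was 0.601 and among the GNBP genes 0.823. With the replicate block, with the processing run as a covariate, and with DESeq2 the number of genes past the threshold was 2, and it was 0 to 2 when each library was left out in turn.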

In this study, *LysS*, which was the only differentially expressed disease-associated immune response gene other than AMPs, was strongly overexpressed in the AD group. Overexpression of lysozymes inhibits Aβ aggregation and cell apoptosis, making it a potential target for the diagnosis and treatment of AD [34]. Interestingly, to our surprise, the expression of AMPs were downregulated in the early stage of adult AD flies based on our results, especially on day 10, indicating that overexpression of AMPs is not an indispensable condition for the pathogenesis of AD. In contrast, the downregulation of AMPs occurred prior to commencement of substantial Aβ deposition and neuronal apoptosis on day 20, suggesting that the suppressed expression of AMPs may initiate the development of AD and may be a novel hallmark for early diagnosis of AD. Nevertheless, the expression levels of most AMP genes were generally increased compared to those of controls at the later stage of AD. 

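The difference in AMP mean, AD minus WT, was -0.93 at day 3 and -2.00 at day 10 on the log2 scale. On each of these days all 3 AD libraries lay below all 3 WT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In the first run the difference was -1.13 at day 3 and -3.10 at day 10, each from 1 library per genotype. In the second run it was -0.83 at day 3 and -1.44 at day 10, each from 4 libraries. The replicate block gave the same means from the same-numbered differences, with an exact sign-flip permutation p of 0.25 on each day, the smallest that 3 pairs allow. At day 3, 14 of the 14 genes had negative estimates, from -2.00 to -0.30. Leaving out single libraries gave AMP mean differences from -1.12 to -0.69 at day 3 and from -2.34 to -1.56 at day 10. From the lower expression at the early ages, the paper reasons that the disease can develop without AMP overexpression.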

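At day 20, 13 of the 14 AMP genes had positive log2 fold changes in AD against WT flies, and at day 30, 11 of the 14. The AMP mean was higher by 0.85 at day 20 (two-sided exact permutation test, p = 0.2) and by 0.47 at day 30 (p = 0.3), with 2 of the 3 AD libraries above every WT library on each day. With log2(FPKM + 1) the differences were 0.88 (p = 0.3) and 0.52 (p = 0.1) in the same exact permutation test, which cannot give a p under 0.1 and so leaves both differences open. In the first run the difference at day 20 was -0.03 between 2 libraries, and in the second run it was 1.28 between 4 libraries. All libraries of day 30 belong to the second run. The sign-flip permutation of same-numbered differences gave an exact p of 0.5 on both days. The largest single estimate was that of *CecA2* (FBgn0000277, chromosome 3R, 30212156 to 30212568) at day 20, with a log2 fold change of 1.73 (standard error 0.45, FDR 0.266 from edgeR). The processing run as a covariate put 2 AMP genes past the threshold at day 20 and DESeq2 1, and the fit of the 2 groups alone put 3 past it at day 30. Without the library labelled AD day 30 replicate 3, the AMP mean difference at day 30 was 0.18.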

Under such circumstances, AMPs may exert their cytotoxic effects on CNS cells and contribute to disease progression.

Available transcriptomic profiles from the GEO database include three studies (Supplementary Figure 2) on *Drosophila* models of AD (GSE48681), amyotrophic lateral sclerosis (ALS, GSE37148) and Parkinson’s disease (PD, GSE74247) [16, 23, 35]. The experiment revealed a generally decreased expression of AMPs in the neurodegenerative disease group compared with the relative controls at early ages, although only a few of the differences among individual AMPs were statistically significant. Low levels of AMP gene expression may be a common phenomenon in the early stages of neurodegenerative diseases. However, the time points set after 20 days in the AD study were not matched by age between the disease and control groups, so it is difficult to determine the variation in AMP expression in *Drosophila* with advanced AD, although generally elevated AMP mRNA levels could be observed at the late stage of ALS. A microarray assay of AD also demonstrated that AMP genes were downregulated when the mortality of *Drosophila* with AD started to increase. Our study further illustrated that there was no significant association between AMP expression and neuronal apoptosis, according to correlation coefficient analysis. Therefore, decreased AMP expression is unlikely to be directly responsible for neuronal loss or mortality in *Drosophila* models of AD. Notably, correlation analysis pointed to trends towards positive correlations between expression of several antimicrobials and neurotoxic Aβ_42_ concentration. These findings suggest that downregulation of AMP expression presumptively lead to Aβ deposition, resulting in neuronal apoptosis and mortality.

AMP gene expression relies predominantly on the Toll and IMD signaling pathways. The JAK-STAT pathway is also involved in the regulation of innate immune responses [36]. Activation of Toll and IMD pathways leads to AMP expression, while absence of both pathways results in loss of AMP production [37]. It is noteworthy that Aβ is increasingly being recognized as an AMP that protects the host against pathogenic microorganism infection [38]. Therefore, downregulated expression of Aβ peptide could be mediated by negative feedback mechanisms. The expression of Aβ in the transgenic AD *Drosophila* model that was used in this study was transcriptionally regulated by the GAL4 protein, hence a competitive transcription factor binding mechanism could not be responsible for the low expression of AMP genes. Moreover, in this study, increasing PGRP expression with age was detected in both the AD and WT groups. However, no significant differences in expression among the major genes of the Toll, IMD, or JAK-STAT pathways between the disease and control groups were detected in either *in silico* or experimental analyses; the mechanisms involved in aberrant AMP expression therefore remain unclear.

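Of the 12 PGRP genes that could be tested, 5 passed the threshold in at least 1 pair of ages in WT flies and 7 in AD flies, counted in either direction. Tests with an unadjusted p under 0.05 numbered 34 of 72 in WT and 41 of 72 in AD flies. Between days 30 and 3 in the AD group, *PGRP-SB1* had a log2 fold change of 3.90 (standard error 0.30, FDR 1.16e-07 from edgeR), *PGRP-LF* of 1.97 (FDR 1.99e-05), and *PGRP-LB* of 1.70 (FDR 6.57e-07). Between days 10 and 3 in the AD group, *PGRP-SC2* was the 1 PGRP gene past the threshold. In that comparison the log2 fold changes of the 12 genes ran from -2.72 to 1.70. *PGRP-SC2* also passed between days 20 and 10 in the AD group. The change of the AD minus WT difference between days 10 and 20 was not past the threshold for *PGRP-LC* (0.35), *PGRP-SA* (0.44), or *PGRP-SD* (0.44).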

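Between AD and WT flies, 0 of the 40 tested genes of the Toll, IMD, and JAK-STAT pathways passed the threshold on any of the 4 days, and 6 of the 160 tests had an unadjusted p under 0.05. Their log2 fold changes lay between -1.22 and 1.98, and the lowest FDR from edgeR was 0.353. By pathway, 2 of 64 tests of the Toll genes, 3 of 56 of the IMD genes, and 1 of 40 of the JAK-STAT genes had an unadjusted p under 0.05. The number past the threshold stayed at 0 with the replicate block, with DESeq2, and in the 24 fits that each left out 1 library. With age in AD flies, 5 of the 40 genes passed in at least 1 pair of ages, 1 Toll, 2 IMD, and 2 JAK-STAT genes. Of the 240 tests of these pairs, 79 had an unadjusted p under 0.05.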

In conclusions, the innate immune systems of AD and WT *Drosophila* were systematically analyzed using an integrative strategy of transcriptomics and experimental validation in this study. The degree of Aβ production and neuronal apoptosis was also investigated. The expression of AMPs in the WT group increased gradually with time, but the increasing trend of AMP expression was disrupted in the AD group, which exhibited an initial downward trend followed by an upward trend during aging. The occurrence of disordered AMP expression, massive aberrant Aβ aggregates, and significant neuronal apoptosis appeared in sequential order, and correlation analysis further indicated a possible causal relationship among the variables. In conclusion, our study revealed dysregulation of AMP expression in an AD *Drosophila* model with age, distinct from normal aging. Disordered AMP expression may contribute to AD progression by inducing Aβ deposition. However, the physiological and pathological mechanisms of aberrant AMP regulation and the effects on AD and healthy aging are yet to be discovered.

## MATERIALS AND METHODS

### Analysis of innate immune gene expression in the head of normal *D. melanogaster* during aging based on data mining strategies

To analyze the gene expression of innate immunity in *Drosophila* with age, transcriptome profiles, including microarray and high-throughput sequencing data, were retrieved from the GEO database by organism-specific keyword searching using terms of aging, age, and “time course.” Eligible experiments had to include head tissue of normal *D. melanogaster,* which were reared under routine culture conditions without any stimulation and contain at least two age groups (young: < 10 days; middle-aged: 10-29 days; old: ≥ 30 days) in a single experiment. The gene expression value was extracted from the original published datasets. The log2-fold change of gene expression relative to control was calculated. Values greater than 1 (2 folds) were considered significant. We compared the statistical parameters of differential expression obtained from individual datasets instead of comparing gene expression signals between experiments to avoid the difficulties in comparing data from different conditions. Each sample from an individual dataset was compared with other age groups. If the log2-fold change exceeded the cutoff threshold, it was marked as one occurrence of high expression. The number of occurrences (*k*) and number of samples in a single experiment (*n*) were counted separately.

For comparison of a certain class of genes, the frequency of high expression genes (response rate, P) was calculated (P = *k* / *n*), and the overall expression differences were presented as rate difference (RD) = response rate of the older group (Po) - response rate of the younger group (Py). For comparison of the expression of an individual gene among different age groups, the occurrence of high expression genes and total events were counted separately. The analysis was performed using Review Manager Version 5.0. The odds ratios (OR) were the principal measurements of the effects and were presented with 95% confidence intervals (CI). Differences with *p* < 0.05 were considered statistically significant.

### *Drosophila* stocks

The *Drosophila* model of AD that expresses human Aβ_42_ peptide in the brain was constructed using a cross of the w^1118^ genetic background UAS-Aβ_42_ flies driven by elav-GAL_4_^c155^ line, while WT (w^1118^) flies which also outcrossed with the elav-GAL_4_^c155^ line were used as controls [39]. All flies were reared at 23°C and 42% relative humidity, and fed with standard corn meal food under 12 h/12 h light/dark cycles. Head tissues from 3-, 10-, 20, and 30-day-old male WT and AD *Drosophila* were collected for further experimentation.

### RNA isolation and gene expression analysis

An approximate 200 fly heads for each of triplicates for each age group were collected, and total RNAs were extracted with Trizol reagent (Thermo Fisher, USA), from which mRNAs were purified by poly-T oligo-attached magnetic beads. Libraries were constructed for sequencing using a Superscript Double-Stranded cDNA Synthesis kit (Thermo Fisher, USA) according to manufacturer's specifications.

The prepared library was sequenced on the HiSeq X Ten platform (Illumina, USA) based on a 2 × 150 bp paired-end (PE150) sequencing protocol. The raw sequencing data were processed with SOAPnuke 1.5.2 with parameters of -l 15 -q 0.2 -n 0.05 -i, to remove adaptor sequences, poly-N reads, and low quality reads [40]. The obtained clean data were mapped to *Drosophila melanogaster* whole genome dmel_r6.11 using HISAT 2.0.4 with parameters of --phred64 --sensitive --no-discordant --no-mixed -I 1 -X 1000 [41, 42]. The relative quantities of gene expression were calculated using RSEM software.

The levels of differentially expressed innate immunity genes were further elucidated through standard qPCR experiment subsequently. Specific primers used in qPCR analysis are listed as Supplementary Table 1. The assays were performed in triplicate on ABI ViiA 7 Real-time PCR system (Applied Biosystems, USA) using QuantiTect SYBR Green PCR kit (Qiagen, Germany) as the fluorescent reporter. Relative expression was estimated with ribosomal protein L32 (*RpL32*) as the reference gene using the 2^−∆∆Ct^ method.

### Protein extraction and ELISA assays

Aβ expression in the brains of *Drosophila* was examined using a High Sensitivity Human Amyloid β42 ELISA kit (Merck Millipore, USA) according to the manufacturer’s instruction. Briefly, 20 fly heads of each of three replicates for each age group were homogenized then diluted in Standard and Sample Diluent followed by centrifugal purification. The supernatant was transferred into a capture-antibody-coated ELISA plate for overnight incubation at 4°C. After careful rinsing with washing solution, the plate was incubated with the biotinylated detection antibody to form an antibody-amyloid-antibody-complex, which was visualized using the streptavidin-HRP method and measured at 450 nm with a microplate reader (Pulang, China).

Neuronal apoptosis in *Drosophila* was determined with a Cell Death Detection ELISA Plus kit (Roche, Switzerland). In brief, homogenate samples were prepared using the same method described above. The supernatant containing cytoplasmic histone-associated DNA fragments was added to a streptavidin-coated microplate and incubated with a mixture of anti-histone (biotin-labeled) and anti-DNA (peroxidase-conjugated) antibodies that included in the ELISA kit. The DNA-histone-complex was colored with the ABTS Substrate, then measured at 405 nm with a microplate reader (Pulang, China).

### Statistical analysis

Transcriptomic analysis for *in silico* data was conducted using the DESeq2 package of R software [43]. Transcripts with absolute values of log2-fold change greater than 1 and false discovery rates less than 5% were considered to be significantly differently expressed. Statistical analyses for ELISA and qPCR studies were performed using SPSS Statistics 19.0 software and presented as mean ± SD. Dynamic changes in gene expression were statistically analyzed using one-way analysis of variance (ANOVA), with the Bonferroni post-hoc multiple comparison tests. Significance of qPCR validation among age groups was examined using the Mann-Whitney *U* test. Correlations between differential gene expression, Aβ_42_ concentration, and neuronal apoptosis were examined using Pearson's correlation analysis. Results were plotted using the corrplot package of R software. A *p*-value <0.05 was considered statistically significant.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

# Supplementary material for: Dysregulation of antimicrobial peptide expression distinguishes Alzheimer’s disease from normal aging
**Source:** Aging (Albany NY). 2020 Jan 6;12(1):690–706. doi: 10.18632/aging.102650
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. Primers used for quantitative real-time PCR (qPCR) analysis.**

| Gene  | Forward (5' to 3')    | Reverse (5' to 3')    |
|-------|-----------------------|-----------------------|
| AttA  | ATCGCCCAATCGTGCTACTAC | ATGATGAGATAGACCCAGGCC |
| AttB  | TCTCTGGTCATCGCCCAATC  | CCAGCACCAAAGTTTGGCTT  |
| AttC  | TCATGGAGCTACCCTGACGC  | AGCCTTGTGTTGCGATCCTG  |
| AttD  | AACGCCAATGGTCATGCACT  | TCAGAGCGGCGTTATTGCTC  |
| CecA  | TTCGTCGCTCTCATTCTGGC  | ATCCCGAGTGTGCTGACCAA  |
| CecB  | CACTCATCCTGGCCATCAGC  | CGATTCCGAGGACCTGGATT  |
| CecC  | CTCATCCTGGCCATCAGCAT  | CGCAATTCCCAGTCCTTGAA  |
| DptA  | TTTTGGCTTTGCAGTCCAGG  | GTCTCCCAAGTGCTGTCCA   |
| DptB  | CCCTATCCTGATCCCCGAGA  | CCATTCAATTGGAACCTGGCG |
| Drs   | TCTTCGCTGTCCTGATGCTG  | AGGTCTCGTTGTCCCAGACG  |
| Def   | AGGCTCAGCCAGTTTCCGAT  | AGTAGGTCGCATGTGGCTCG  |
| Dro   | CTGCTGCTTGCTTGCGTTTT  | GTGATCCTCGATGGCCAGTG  |
| Mtk   | CACGGCTACATCAGTGCTGG  | AATTGGACCCGGTCTTGTT   |
| LysS  | CGACGGACGCTTCTCCTACA  | TGCTGGCTGAGGACCTTCTG  |
| RpL32 | GCCCAACATCGGTTACGGAT  | TGCATGAGCAGGACCTCCAG  |

How the deposited data were processed for this re-analysis (not part of the article)

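RNA-Seq was carried out on heads of male WT and AD flies at days 3, 10, 20, and 30 post eclosion, with 3 replicates for each of the 8 groups and 24 libraries in all. The groups and replicate numbers were taken from the sample labels, which match the paper on age and sex. The labels name the human amyloid precursor protein as the transgene while the paper names the Aβ peptide, and the design text deposited with the data leaves out day 30. The paper's description was used in both cases.

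The authors filtered the reads with SOAPnuke 1.5.2, mapped them to the release 6 genome with HISAT 2.0.4, and computed with RSEM the expected counts that they deposited, 1 estimate per gene and library, not normalized. The FPKM values that the authors deposited beside them are the same RSEM estimates divided by gene length and library size. The version of RSEM is not named in the paper's text. Only genes with a value above 0 were listed for a library, and a gene not listed was taken as 0. The authors also added genes of their own numbering, and these were not used here apart from their lengths, which marked 2 processing runs. Replicate 1 of days 3, 10, and 20 in both genotypes formed the first run (6 libraries), and the other 18 libraries formed the second. The libraries differed between the runs in total counts (median 24505402 against 14367091). *LysC*, *LysD*, *slf*, *roX1*, and *roX2* were not used here.

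Gene identifiers were used as the authors gave them. Symbols and positions came from the release 6 annotation, in which 13550 of the 13700 identifiers were found, and positions count from 1. The expected counts were rounded to whole numbers and fitted in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, the filterByExpr filter with the 8 groups, no intercept and no covariate). The threshold was a Benjamini-Hochberg FDR under 0.05 over the 10479 tested genes and an absolute log2 fold change over 1, as in the paper's methods. The paper names DESeq2 as its tool, and DESeq2 1.42.0 was run as an alternative. Standard errors of log2 fold changes were derived from the estimate and its F statistic. The AMP mean is the mean over the 14 AMP genes of log2 CPM with a prior count of 2. Differences in it were tested with exact permutation tests in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6. Tests of 3 libraries against 3 cannot give a p under 0.1. Correlations with age used 100000 resamples, or all arrangements where there were 9 libraries.

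The genes named in the text follow a rule set before the data were examined. It takes every gene the paper names in its RNA-Seq results, every gene past the threshold in a class that a claim describes as unchanged (at most 8 per claim), *w* and *Yp1* as checks of the labels, and the genes past the threshold on all 4 days with every AD library beyond every WT library (at most 5 in each direction), which gave *Cyp6a2*. The gene classes were lists of symbols written by hand from general knowledge, since the paper's text does not list their members.

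The edgeR, DESeq2, and limma fits were tested on simulated counts drawn from the means and library sizes of the data, with 200 changed genes. The changed genes were among the more abundant ones and moved by a log2 fold change of at least 2 in 1 of the 8 groups. No effect of processing run or replicate was simulated, so the shares found do not apply to smaller changes or to data with run effects. With edgeR over 8 groups 97% of the changed genes were found and 1 of 195 calls was an unchanged gene. For DESeq2 over 8 groups 13 of 209 calls were unchanged genes, and for DESeq2 on 2 groups alone 32 of 229.

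Total expected counts per library ran from 12884945 to 26731357, with a median of 14887459. Counting error is therefore small for abundant genes such as *AttC*, and it is large for *LysS* at day 3, with 2.08 normalized counts on average in WT flies. The counts come from amplified libraries without molecular identifiers, so counting error covers only part of the technical error.

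The alternatives were DESeq2, RLE normalization, no filter on low counts, a mean of at least 10 counts, only the 2 groups compared, the replicate number as a block, the processing run as a batch covariate, the FDR limit alone, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), and leaving out each library in turn. For the AMP mean they were RLE normalization, log2(FPKM + 1), leaving out the near-identical pairs *AttA* with *AttB* and *CecA1* with *CecA2*, and same-numbered differences. The pairing comes from the replicate numbers in the sample labels, and the paper does not describe a pairing. Libraries of the same number deviated together to a degree, with a correlation of 0.222 against -0.104 for different numbers, and the shared processing run of replicate 1 may contribute to it. The correlation was 0.404, 0.540, and 0.555 at days 3, 10, and 20, and -0.0412 at day 30. It was thus seen only on the days when replicate 1 came from another run. Settings chosen after seeing the data were DESeq2 on the 2 groups compared, the same with unadjusted p-values, and edgeR with unadjusted p-values. They were run to see how close they came to the paper's numbers. The qPCR and ELISA measurements and the mined data sets were not analysed here.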

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

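The tests of processing runs, library size, paralogs, the *w* marker, and neighbouring genes, and the regrouping of the interaction, were chosen only after the result was seen. The test of genotype position in the library labelled AD day 30 replicate 3 and the regroupings of single contrasts were set beforehand, but the limit used to read the position was set later.

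The estimated difference in AMP mean between AD and WT flies turned from -2.00 at day 10 to 0.85 at day 20, a change of 2.84 on the log2 scale. The exact permutation p was 0.01 without pairing and 0.0625 in the exact sign-flip permutation test of same-numbered libraries, so whether the change passes 0.05 depends on the pairing. All 3 AD libraries lay below all WT libraries at day 10 while 2 of 3 lay above them at day 20. Each genotype had 1 library of the first run at day 10, so a shift common to a run cancels in AD minus WT. Within the second run alone the day 10 difference was -1.44, so it did not rest on the first run alone. For library size, the replicate 1 libraries had close totals of 24254703 in AD and 24091547 in WT and a difference of -3.10, but with 1 library per genotype this comparison cannot exclude library size by itself. The totals of the 3 libraries overlapped between the genotypes, from 13981219 to 24254703 in AD and from 12884945 to 24091547 in WT. Reads shared between paralogs were tested by leaving out *AttA*, *AttB*, *CecA1*, and *CecA2*, and the day 10 difference over the other 10 genes was -2.22. The difference at day 10 kept its sign in each of these comparisons, although its size differed between the runs. At day 20 the difference was -0.03 between the 2 libraries of the first run and 1.28 within the second run, so the higher AMP mean of AD flies at that day was not seen in the first run. The change between the days was 3.08 in the first run and 2.72 in the second (exact permutation p = 0.0556 for the second, the smallest possible). Regroupings of the 6 libraries of day 10 that keep same-numbered libraries apart number 4, and only the true grouping, 1 of 4, gave as many as 5 AMP genes or 18 genes past the threshold. With 4 regroupings the share cannot fall under 0.05, so this comparison is uninformative. For the interaction over all genes, 7 of 100 groupings of the libraries, the true one included, gave 2 or more genes, and the highest gave 52. By this comparison the 2 interaction genes cannot be told apart from an arbitrary grouping. Exchanging the genotypes within some days also turns a constant genotype effect into an interaction, so the numbers from the regroupings may be too high. The change of the AMP mean was planned and does not rest on that count. Its days follow the paper's account of these same libraries, so its p-values are not independent of the pattern tested. Whether the change reflects the genotype therefore stays open at the level of single genes.

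*w*, which the paper does not discuss, had log2 fold changes in AD against WT flies of 1.42 at day 3, 1.77 at day 10, 1.44 at day 20, and 0.82 at day 30. In 12 of 12 AD libraries *w* exceeded every WT library of the same day. This is consistent with an extra copy of the marker carried by the transgene, and no other biological explanation was tested. At day 30 the margin of the library labelled AD day 30 replicate 3 was small, with 1529 normalized counts against at most 1523.

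*Cyp6a2*, a cytochrome P450 gene (FBgn0000473, chromosome 2R, 6779749 to 6781491) that the paper does not discuss, was the 1 gene past the threshold on all 4 days. Its log2 fold changes in AD against WT flies were 3.99, 4.36, 3.83, and 3.42 at days 3, 10, 20, and 30, with FDR of 0.00938, 0.00373, 0.00819, and 0.0471 from edgeR, and all AD libraries lay above all WT libraries of the same day. With single libraries left out, *Cyp6a2* fell short of the threshold in 2, 1, 3, and 5 of 6 fits on these days. Its direction held in all of them, but passing on all 4 days depended on single libraries. A candidate explanation is a difference in strain background linked to the transgene. The 38 genes that parted AD from WT libraries at days 3, 10, and 20 formed 6 pairs of neighbours within 200000 bp, where random tested genes gave a median of 3 (permutation p = 0.0427 from 10000 draws). Such clustering could come from linked background or from neighbouring genes of a family or with shared regulation, which were not separated, and it says nothing about *Cyp6a2* itself. A response to the transgene and a background difference cannot be told apart here.

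The library labelled AD day 30 replicate 3 stood near the WT libraries for 3 genes with higher expression in AD. It had 51.4 normalized counts of *Cyp6a2* (32.5 to 50.5 in WT, 692 and 564 in the other AD libraries of day 30) and 193 of *LysS*, besides its *w* count. Over 39 genes chosen at days 3, 10, and 20, with WT placed at 0 and AD at 1, its median position was 0.202, against 1.27 and 1.12 in the other AD libraries of day 30 and 0.0849 to 0.192 in WT. Its total of 14863974 expected counts lay among those of the other 5 libraries of that day, so library size does not explain it. A mislabelled or mixed sample may explain the position. The AD libraries of day 3 also had low positions, 0.0440 to 0.431, but on a different set of 222 genes chosen at days 10 and 20, and they were unlike WT in *w* (at least 4146 normalized counts against at most 1832) and *Cyp6a2* (at least 674 against at most 65.7). At days 10 and 20 the AD libraries stood at 0.918 to 1.26. Its AMP mean of 8.51 was the highest of all 24 libraries. It was kept as labelled in every result.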

How the results depend on the processing

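No test of an explanation appears in this part. The alternatives called planned were set before the data were examined, and those called later were chosen after seeing the data. Where a number changed, the cause was not tested.

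The number of AMP genes raised with age was 8 in WT and 14 in AD flies, and under the alternatives called planned and run on all libraries it stayed within 1.5 times of these values (8 to 12 in WT). With each WT library left out it was 4 to 9. The number of pathway genes past the threshold between AD and WT flies was 0 in every alternative run, with 6 of 160 tests at an unadjusted p under 0.05. The differences in AMP mean kept their direction with RLE normalization, log2(FPKM + 1), and without the near-identical pairs. With single libraries left out they ran from -1.12 to -0.69 at day 3, -2.34 to -1.56 at day 10, 0.51 to 1.23 at day 20, and 0.18 to 0.73 at day 30, and the change between days 10 and 20 from 2.40 to 3.23. The correlation of the AMP mean with age in WT flies had rho from 0.717 to 0.843 with single libraries left out.

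With the replicate number as a block, where same-numbered libraries deviated together with a correlation of 0.222, the genes past the threshold between AD and WT flies numbered 5 in place of 3 at day 3 and 9 in place of 2 at day 30. The interaction had 4 genes in place of 2, the lysozyme, lectin, PGRP, and GNBP genes past the threshold between AD and WT flies numbered 2 in place of 0, and the pathway genes with age in WT flies 2 in place of 1. The change of the AMP mean difference stayed at 2.84, but its exact sign-flip permutation p was 0.0625, no longer under 0.05.

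With the processing run as a covariate, the genes between AD and WT flies numbered 12, 29, 16, and 32 at days 3, 10, 20, and 30, in place of 3, 18, 10, and 2. AMP genes lower in AD numbered 1 at day 3 and 8 at day 10, and AMP genes higher in AD numbered 2 at day 20. The interaction had 16 genes, the pathway genes with age in WT flies numbered 3, and the lysozyme, lectin, PGRP, and GNBP genes between AD and WT flies 2.

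With DESeq2 over 8 groups, the genes between AD and WT flies numbered 10, 38, 24, and 32 at the 4 ages. AMP genes lower in AD numbered 9 at day 10, and AMP genes higher in AD numbered 1 at day 20. The interaction had 15 genes, the other AMP-related genes with age in WT flies numbered 7 in place of 4, the pathway genes with age in WT flies 2, and the lysozyme, lectin, PGRP, and GNBP genes between AD and WT flies 2.

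With only the 2 groups compared in the fit, the genes between AD and WT flies numbered 0, 10, 3, and 53 at the 4 ages (372 at an unadjusted p under 0.05 at day 3 in the fit of all libraries). AMP genes lower in AD at day 10 numbered 0 (13 at an unadjusted p under 0.05 in the fit of all libraries), AMP genes higher in AD at day 30 numbered 3, and the lysozyme, lectin, PGRP, and GNBP genes 1.

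With limma on log2(FPKM + 1), 3 AMP genes were lower in AD at day 10, the genes between AD and WT flies at day 30 numbered 0 (824 at an unadjusted p under 0.05 with edgeR), the interaction 0 (247 with edgeR), and the pathway genes with age in WT flies 2. With limma on log2(FPKM + 0.1), these last 3 numbers were 0, 1, and 3, and the lysozyme, lectin, PGRP, and GNBP genes numbered 1. With the FDR limit alone, the genes between AD and WT flies at day 20 numbered 16, the genes between days 30 and 3 1169 in WT and 2295 in AD flies, and the pathway genes with age in WT flies 6. The pathway genes with age in WT flies numbered 2 with no filter on low counts and 2 with a mean of at least 10 counts, and with the latter 1 lysozyme, lectin, PGRP, or GNBP gene passed between AD and WT flies.

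Later alternatives gave further numbers. With DESeq2 on the 2 groups compared, the genes between AD and WT flies numbered 10, 43, 50, and 77 at the 4 ages. AMP genes lower in AD numbered 2 at day 3 and 8 at day 10, AMP genes higher in AD 1 at day 20 and 3 at day 30, the other AMP-related genes with age in WT flies 7, and the lysozyme, lectin, PGRP, and GNBP genes 2. On simulated counts, 32 of 229 calls of that fit, 14.0%, were unchanged genes. With an unadjusted p in that fit, AMP genes lower in AD numbered 5 at day 3 and 12 at day 10, and AMP genes higher in AD 4 at day 20 and 3 at day 30. With an unadjusted p in edgeR, the corresponding numbers were 5, 13, 3, and 2.

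With each library left out in turn, the genes between AD and WT flies ran from 0 to 4 at day 3, 2 to 7 at day 10, 1 to 20 at day 20, and 0 to 14 at day 30, the last without the library labelled AD day 30 replicate 3. AMP genes lower in AD at day 10 ran from 0 to 4, and AMP genes higher in AD at day 20 from 0 to 1. The genes between days 30 and 3 ran from 254 to 894 in WT flies and from 573 to 950 in AD flies, and AMP genes raised with age in AD flies from 13 to 14. The interaction ran from 0 to 4 genes, the other AMP-related genes with age in WT flies from 3 to 5, the pathway genes with age in WT flies from 1 to 3, and the lysozyme, lectin, PGRP, and GNBP genes between AD and WT flies from 0 to 2. Every fit with a library left out gave fewer AMP genes at day 10 than the 5 of the fit of all libraries, so the 5 genes were reached only with all 6 libraries of the day.

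*Def* at day 10 was the only named gene whose direction turned. Its log2 fold change of -0.06 became 0.03 without WT replicate 2, 0.00 without WT replicate 3 (just above 0), and 0.43 without AD replicate 1, in a range from -0.39 to 0.43 over the 6 fits with a library left out. For 67 changes of named genes, the alternatives called planned, other than leaving out a library, gave 602 values, of which 561 kept their direction and side of the threshold, 16 were weaker, and 25 stronger. Leaving out libraries gave 402 values, of which 330 kept both, 64 were weaker, and 5 stronger. At the later setting of DESeq2 on the 2 groups compared, 10 of 67 were stronger.

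Depth limits *LysS* at day 3, where the WT libraries had 1 to 4 expected counts. The AD libraries of that day had 3, 5, and 30, a spread between replicates that does not follow the library totals. The log2 fold change had a standard error of 1.72, and without AD replicate 3 the estimate was 0.60.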

Differences from the paper's values

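No test of an explanation appears in this part. The number of AMP genes past the threshold and lower in AD than in WT flies at day 10 was 5 here. The paper counts 13 genes with a decline on that day, and its text does not say outright that each passed the FDR limit. Of the alternatives set before the data were examined, DESeq2 over the 8 groups brought the number to 9, within 1.5 times of the paper's value. The others did not, with 8 for the processing run as a covariate, 5 for RLE normalization, no filter on low counts, a mean of at least 10 counts, the replicate block, and the FDR limit alone, 4 for limma on log2(FPKM + 0.1), 3 for limma on log2(FPKM + 1), 0 for only the 2 groups compared (13 at an unadjusted p under 0.05 with edgeR over 8 groups), and 0 to 4 with single libraries left out. The unadjusted p-value in the edgeR fit gave 13, the paper's number, and this setting was chosen after seeing the values. DESeq2 on the 2 groups compared gave 8 with the adjusted and 12 with the unadjusted p-value, and both settings were chosen after seeing the values.

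The number of AMP genes raised with age in WT flies was 8 here and 12 in the paper, a difference of exactly 1.5 times. The processing run as a covariate gave 12, the paper's number, DESeq2 over the 8 groups 10, and only the 2 groups compared 11. DESeq2 on the 2 groups compared gave 11, and the unadjusted p-value gave 12 in that fit and 12 in the edgeR fit, all of which were chosen after seeing the values. The paper's genes that did not pass here are *AttD*, *CecA2*, *CecC*, and *Drs*, with FDR of 0.654, 0.134, 0.0645, and 0.134 between days 30 and 3.

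The log2 fold changes that the paper states were within 1 standard error of those obtained here, for 13 AMP genes at day 10 and for *LysS* on 4 days. The paper lists 14 gene names and 13 values at day 10, and the values were assigned to the names by leaving out *Def*, whose log2 fold change was -0.06 here. This assignment was chosen after seeing the values, and the closeness for *Dro* and *Mtk* depends on it. For *LysS* the paper's values are 2.891, 3.929, 3.412, and 4.576 at days 3, 10, 20, and 30, against 2.54, 3.84, 3.40, and 4.57 here. DESeq2 on the 2 groups compared, chosen after seeing the values, gave 2.89, 3.93, 3.41, and 4.58, and *LysS* passed the threshold there at days 10, 20, and 30.

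The paper describes *LysS* as differentially expressed between the genotypes, and here its FDR was 0.0934 or above on all 4 days. It passed the threshold at days 10 and 30 under DESeq2 over the 8 groups, and at day 30 under the replicate block, the processing run as a covariate, and only the 2 groups compared. At day 30 it also passed in 1 of the 6 fits that each left out 1 library. The highest estimate of these fits, 5.11, came without the library labelled AD day 30 replicate 3. The paper counts *PGRP-LC* among the genes raised with age in WT flies, and here its log2 fold change was 0.64 between days 30 and 3, under the limit of 1. The paper finds no change with age among the other AMP-related genes, and here 4 passed the threshold in WT flies, *PGRP-LB*, *PGRP-SB1*, and *PGRP-LF* with log2 fold changes of 1.67, 2.35, and 1.53 and *tfc* with -1.34. The paper finds no change with age among major genes of the immune pathways, and here *pirk* had 2.01. The paper describes AMP expression as generally higher in AD than in WT flies at the later stage, and here 0 of 14 AMP genes passed the threshold at days 20 and 30, with 4 and 2 at an unadjusted p under 0.05, while the AMP mean was higher by 0.85 and 0.47.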

Other observations

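All tests in this part were chosen only after the result was seen, except the regroupings of single contrasts.

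The estimates for *LysS* were higher in AD flies on all 4 days, and at day 3 the libraries of the genotypes overlapped. In the edgeR fit over the 8 groups the threshold was not passed on any day, while some alternatives given above did pass it. If a strain variant at the locus shifted the region, the neighbours of *LysS* would change as well. Of 38 tested genes within 250000 bp, 5.26% had an unadjusted p under 0.05 at day 10, against 3.05% of all genes, and 20.2% of 10292 windows of the same size around other genes had a share as high. The neighbours therefore gave no sign of a regional shift, while a variant of *LysS* itself was not tested.

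Whether other immune-induced genes follow the AMP genes was tested on 24 genes listed after the genes of day 10 had been seen, of which 21 could be tested. Their mean difference between AD and WT flies was -0.78 at day 10 (exact permutation p = 0.1) and -0.07 at day 20 (exact permutation p = 0.9). It changed by 0.72 between the days (exact permutation p = 0.22 over 400 arrangements). With same-numbered libraries as pairs, a test chosen after seeing the data, the exact sign-flip permutation p was 0.313, where the smallest possible is 0.0313. A shared change was not detected in either test, and 3 libraries per group do not rule one out.

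In WT flies the AMP mean was higher in the first run than in the second by 1.07 on average over days 3, 10, and 20, whereas in AD flies the average gap was -0.02. By day, the gaps at days 3, 10, and 20 were 0.73, 1.31, and 1.16 in WT and 0.44, -0.35, and -0.15 in AD flies, so that at day 3 they had the same sign in both genotypes. The difference between the gaps was 1.09 (exact permutation p = 0.0247 over 729 arrangements of the run labels within groups). A shift common to all libraries of a run would give equal gaps, which was not seen on average, while a common shift at day 3 is not excluded. The first run held 1 library per group, so a property of those WT samples and a run effect in WT flies alone cannot be told apart.

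Regroupings of the libraries were also counted for the other comparisons. Among the 4 splits of 6 libraries that part all same-numbered pairs, only the true one, 1 of 4, gave as many genes past the threshold at day 3 (3 genes), at day 20 (10), and at day 30 (2), and between days 30 and 3 in WT (470) and AD flies (805). With 4 splits the share cannot fall under 0.25, so this comparison could not have told any of these numbers apart from an arbitrary grouping, whatever the data. The other 6 splits of each comparison part only 1 same-numbered pair. At day 3, 1 of these 6 gave 83 genes, more than the 3 of the true split. It puts both libraries of the first run on the same side, but so do 3 other splits of that day, which gave 0 genes (372 at an unadjusted p under 0.05 in the true split), so the number of genes did not follow the processing run in general. The highest number among these splits was 3 at day 10, 0 at days 20 and 30 (464 and 824 genes at an unadjusted p under 0.05 in the true split), 0 between days 30 and 3 in WT flies (2757 in the true split), and 20 between days 30 and 3 in AD flies. For AMP genes raised with age, 2 of 100 regroupings of the WT libraries gave 8 or more genes, and 1 of 100 regroupings of the AD libraries gave 14, the true grouping included in each case.

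*Yp1*, a yolk protein gene, varied between WT libraries of day 3, from 20.2 to 654 normalized counts, while the AD libraries of that day had 8.89 to 42.7. No explanation was tested for this difference.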
